# Water Deficit Transcriptomic Responses Differ in the Invasive *Tamarix chinensis* and *T. ramosissima* Established in the Southern and Northern United States

**DOI:** 10.3390/plants9010086

**Published:** 2020-01-09

**Authors:** Padmapriya Swaminathan, Michelle Ohrtman, Abigail Carinder, Anup Deuja, Cankun Wang, John Gaskin, Anne Fennell, Sharon Clay

**Keywords:** *Tamarix*, tamarisk, saltcedar, Tamaricaceae, RNA-Seq, water deficit, invasive species

## Abstract

*Tamarix* spp. (saltcedar) were introduced from Asia to the southern United States as windbreak and ornamental plants and have spread into natural areas. This study determined differential gene expression responses to water deficit (WD) in seedlings of *T. chinensis* and *T. ramosissima* from established invasive stands in New Mexico and Montana, respectively. A reference de novo transcriptome was developed using RNA sequences from WD and well-watered samples. Blast2GO analysis of the resulting 271,872 transcripts yielded 89,389 homologs. The reference *Tamarix* (Tamaricaceae, Carophyllales order) transcriptome showed homology with 14,247 predicted genes of the *Beta vulgaris* subsp. *vulgaris* (Amaranthaceae, Carophyllales order) genome assembly. *T. ramosissima* took longer to show water stress symptoms than *T. chinensis.* There were 2068 and 669 differentially expressed genes (DEG) in *T. chinensis and T. ramosissima,* respectively; 332 were DEG in common between the two species. Network analysis showed large biological process networks of similar gene content for each of the species under water deficit. Two distinct molecular function gene ontology networks (binding and transcription factor-related) encompassing multiple up-regulated transcription factors (MYB, NAC, and WRKY) and a cellular components network containing many down-regulated photosynthesis-related genes were identified in *T. chinensis*, in contrast to one small molecular function network in *T. ramosissima*.

## 1. Introduction

*Tamarix*, tamarisk, or saltcedar (*T. chinensis*, *T. ramosissima*, other *Tamarix* species, and hybrids) is an exotic shrub/tree that is the second most abundant riparian woody plant in the western United States [1]. Multiple introductions of *Tamarix* species were planted across the southwestern United States for erosion control and windbreak purposes [2]. This has led to hybridization, resulting in multiple complexes, rather than individual species, becoming the dominant *Tamarix* taxa in North America [3,4]. Once established, *Tamarix* is difficult to control and reinvasion commonly occurs unless plants are continually managed, often at great cost [5,6]. Economic and ecological consequences of *Tamarix* introduction are well documented [4,7], but little is currently known about genetic mechanisms that may contribute to invasion success.

*T. chinensis* and *T. ramosissima* are the most common invasive *Tamarix* in the United States. Extensive hybridization of these two species is found in North America, with hybrid genotypes extending from Oklahoma to Canada [4,8]. The genome size for *T. tetrandra* and *T. canariensis* is estimated at 1.6 pg and 1.53 pg, respectively [9]. Molecular phylogenies divide the *Tamarix* into eight clades, with *T. chinensis* and *T. ramosissima* being genetically distinct but clustering in the same clade [10,11,12]. In the United States, established southern *Tamarix* populations are dominated by *T. chinensis*, originally from forest zones of northern China, and are thought to establish most readily along river drainages [3,4,13]. *Tamarix* populations in the northern United States are dominated by *T. ramosissima*, originally found in middle Asian deserts under saline conditions. These genetic differences are supported by phenotypic differences along a latitudinal gradient. Plants successful in northern regions exhibit smaller stems, stem dieback, high energy investment in root material, truncated seed release periods, greater cold hardiness, and early-fall bud set and leaf senescence [13,14,15,16,17,18]. These responses suggest variation in environmental tolerance traits. *T. chinensis* plants may also occupy drier habitats in North America than in their native range [4]. Niche shifts to drier habitats could be the result of an altered fundamental niche caused by evolutionary change in the introduced range or a greater range of niche variability in the novel environment [8].

Plants can become tolerant to environmental stress through biochemical and physiological responses resulting from acclimation responses. The molecular, physiological, and transcriptomal responses to drought, low temperature, and salt stress are intertwined [19,20], and many transcription-factor genes (e.g., *DRE*—dehydration responsive element/*CBF-C*-Repeat-Binding Factor; *ERF*—ethylene responsive element; zinc-finger family) that are induced by each stress are similar among stresses [20]. Indeed, DREB1 and CBF are different names for the same transcription factor although the former was isolated under water-stress induction, and the latter, under cold stress. The similarity of responses to these stresses may provide to the plant mechanisms for withstanding each stress singly or in combination, and the ability to grow in a large variety of niche habitats and subsequently be more difficult to control as an invasive plant.

About 35,000 km^2^ (21,000 mi^2^) of habitat is vulnerable to *Tamarix* invasion in Montana, North Dakota and South Dakota [21]. A larger area may be susceptible if conditions become drier and warmer [22,23]. Habitat suitability models predict that croplands and grasslands may be 1.5 to 2 times more likely to support *Tamarix* than wetter areas, where these plants have historically been most successful [24]. There is a need to protect agricultural and natural resources in the United States by preventing *Tamarix* encroachment beyond its current infestation boundaries. However, mechanisms responsible for the success of an invasive plant are difficult to define, and projected climate variability may redefine the parameters of that success [25]. Study of invasive plant transcriptomic responses to abiotic stress offers great potential to uncover critical information about tolerance and adaptation that can hasten early weed detection and control by helping to identify at-risk habitats and informing the management.

The abilities of *Tamarix* to survive drought and salt stress have been used to identify abiotic stress tolerance-related genes. Late embryogenesis abundant (*LEA*) genes from *T. androssowii* confer greater drought tolerance in transgenic poplar (*Populus* sp.) [26] and cold tolerance in transgenic blueberry (*Vaccinium* sp.) [27]. Salt and drought-related *LEA*, dehydration-responsive element binding (*DREB*) genes and other transcription factor genes from *T. androwosii* and *T. hispida* promote salt and water stress tolerance in tobacco (*Nicotiana tabacum*) and thale cress (*Arabidopsis thaliana)* [28,29,30,31,32,33,34,35,36]. While these functional gene analysis studies indicate that there are water and salt stress-associated genes that can contribute to abiotic stress tolerance, transcriptional cataloging has been limited predominately to salt stress transcriptomic profiles in *T. chinensis* and *T. hispida* [31,37]. A recent study presents the diurnal oscillations in gene expression in *T. ramosissima* [38]; however, there is no global transcriptome profiling of water deficit responses in *Tamarix* species or transcriptome comparisons between species. We hypothesize that the drought tolerance responses of *T. chinensis* and *T. ramosissima*, while sharing some characteristics, will have noteworthy differences that contribute to their individual invasive capacity. To facilitate future studies on the invasive character of these species, global transcriptome profiling was conducted in well-watered and water deficit treated seedlings.

## 2. Results

### 2.1. Sequence Quality and de Novo Reference Transcriptome Assembly Show Good Gene Coverage

The Illumina HiSeq2000 yielded a total of 316,308,226 high-quality paired end reads from *T. chinensis* and *T. ramosissima*, which were used to develop a de novo reference *Tamarix* assembly (Table S1). 

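Leaf RNA from 11 seedlings was sequenced, with 3 plants for each species and treatment except the well-watered *T. chinensis* control, for which 2 libraries were made. Leaves were collected at the wilting point, which was 10 days after water was withheld in *T. chinensis* and 17 days in *T. ramosissima*, so that species and day of harvest differ together. The reads of both species were assembled by the authors into 1 reference, and no genome was used. The authors aligned the reads of each library to this reference with Bowtie and estimated the number of fragments for each gene with RSEM, a program that shares out fragments that fit several contigs. They deposited these estimated counts, without normalization, together with the TPM values that RSEM derives from them. Both tables hold 117867 genes, of which 1181 had a rounded count of 0 in every library. Between 3.11% and 4.00% of the estimated counts of a library were not whole numbers, and all were rounded before testing. The total count was 11072277 and 15655257 fragments in the *T. chinensis* controls. It lay between 10245008 and 13086118 in the *T. chinensis* water deficit libraries, with a median of 11063900. In *T. ramosissima* it lay between 11794155 and 14011028 for the controls (median 13207170) and between 11221126 and 12480758 for water deficit (median 11921162). The sum over all libraries was 135757959 fragments, or 271515918 reads if each counted fragment is a read pair, where the paper's number of high-quality reads is 316308226. All values given here rest on the counted fragments. The 10 genes with the highest counts took between 4.92% and 9.04% of the counts of a library, and the TMM normalization factors lay between 0.831 and 1.10. Every pair of libraries of the same group differed by more than the sampling noise, with a median chi-square per gene between 2.69 and 12.9 where sampling noise alone gives 0.455. Genes with a CPM (counts scaled by library size) above 1 in at least 2 of the libraries compared were tested with edgeR. The paper ran edgeR through a Trinity wrapper, and its text does not name the test. The quasi-likelihood test was used here as the first test, and edgeR's exact test, DESeq2 and limma-voom were run as alternatives, since this choice moved the number of DEG.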

The assembly statistics for the *Tamarix* reference transcriptome are presented in Table 1. Transcriptome analysis for the 1440 benchmarking universal single-copy orthologs (BUSCO), which provides a quantitative assessment of an assembly [39], indicated that 92% of the BUSCO genes were present (419 complete and single copy genes, 777 complete and duplicated genes, and 132 fragmented genes).

### 2.2. Tamarix de Novo Transcriptome Functional Annotation Indicated Strong Homology to Beta vulgaris

Blast2GO analysis of 271,872 transcripts yielded 89,389 homologs to non-redundant eukaryote genes and 68,293 gene ontology terms (GO). The maximum number of homologs was identified for *B. vulgaris.* Both Tamarix and *B. vulgaris* are from the Caryophyllales order. There were fewer homologs identified with other Eudicots (Figure 1, Table S2). The *Tamarix* homologs common with *B. vulgaris* were 450 biological processes GO, 151 cellular component GO, and 462 molecular functions GO.

CD-Hit analysis identified a total of 198,679 unique transcripts. Prediction of transcription factors for these unique transcripts with PLANTTFDB found 35 transcription factor gene families (Figure 2, Table S3). The largest numbers of unique genes predicted by Blast2GO and Plant TFDB were for the larger transcription factor families, including bHLH, bZIP, WRKY, MYB and NAC.

### 2.3. All Pairwise Comparisons of Species and Water Treatments Show Differential Gene Expression Response Diversity

The principal component analysis (PCA) of 117,867 genes (Table 1, Figure 3) showed a clear distinction between the control and water deficit-treated samples for both species. 

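The PCA was computed on log2(TPM + 1) with genes as observations and libraries as variables, so that each library has a loading on each component. The PC2 loading was 0.440 ± 0.0897 (SD, n = 3) in *T. chinensis* water deficit samples and −0.177 ± 0.000340 (SD, n = 2) in their controls. In *T. ramosissima* it was −0.00256 ± 0.143 (SD, n = 3) under water deficit and −0.314 ± 0.0472 (SD, n = 3) in the controls. Water deficit samples lay 0.478 above controls over both species (exact permutation of treatment within species, two-sided p = 0.005, the smallest that 200 arrangements allow). Each water deficit library lay above every control library of its own species. The lowest *T. ramosissima* water deficit loading was −0.109 and the highest 0.160, which was below the lowest *T. chinensis* water deficit loading of 0.340. On TPM without a log the difference was 0.454, with an exact permutation p of 0.015.

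**Figure D1:**
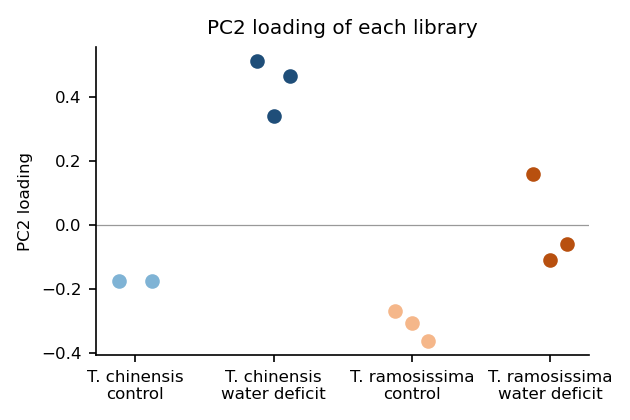
PC2 loading (no unit) of each of the 11 libraries, by species and treatment. Each point is 1 library, and the *T. ramosissima* water deficit libraries lie between −0.109 and 0.160, above both control groups and below the *T. chinensis* water deficit libraries.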

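PC1 held 91.0% of the variance and PC2 held 2.44%. The PC1 loadings of the libraries lay between 0.294 and 0.307, close to 0.302, the loading that each library has when all weigh the same. Across genes, the PC1 score and the mean log2(TPM + 1) of the gene had a Pearson correlation of 0.999999, where genes are not independent replicates. Differences between genes, as opposed to differences between libraries, made up 90.9% of the total variance. With libraries as observations and genes as variables, PC1 held 26.8% and PC2 held 14.4%. Of the variance between libraries, the 4 groups accounted for 46.2%, treatment alone for 21.3% and species alone for 17.1%. With so few libraries, any grouping takes part of this variance even without an effect, and more groups take more. These shares are therefore not the size of the effects.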

The PCA explains 93.4% of total variation for species and treatment. 

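Each pair of the 4 groups was tested at an FDR of 0.001 and an absolute log2 fold change of at least 2. By edgeR's quasi-likelihood test, 75 DEG were found, and all came from the comparison of *T. chinensis* water deficit with *T. ramosissima* control, where 23 were higher and 52 lower in *T. chinensis* water deficit. Each of the other 5 comparisons gave 0 DEG by this test, with between 2181 and 10371 genes at an unadjusted p under 0.05. The union over the 6 comparisons was 3972 by edgeR's exact test, 3578 by DESeq2, 125 by limma-voom and 301 by limma-trend on log2(TPM + 1). By the exact test, the comparison of *T. chinensis* water deficit with *T. ramosissima* control gave 3109 DEG and the comparison of the control groups gave 114. The union of the quasi-likelihood test became 0 without *T. chinensis* water deficit replicate 1 or 3 or without any 1 of the *T. ramosissima* controls, and 141 without *T. chinensis* water deficit replicate 2. In libraries simulated with 2000 changed genes and the sizes of the *T. chinensis* libraries, the exact test at these thresholds recovered 26.6% of the changed genes that were tested, with 9.26% of its calls false. With 200 changed genes it recovered 16.3% of those tested, with 50.8% of its calls false. These shares depend on the number of changed genes, and neither setting was like the real data. With 2000 changed genes the quasi-likelihood test at an FDR of 0.05 called 686 genes, where the real *T. chinensis* libraries gave 4395. Some simulated changes equalled the fold change threshold, which lowers recovery. The shares therefore do not carry over to the real calls.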

There were 3972 differentially expressed genes (DEG) with a false discovery rate (FDR) of 0.001 and log fold change >2 across all pairwise comparisons (six total comparisons) (Figure 4, Table S4). Cluster analysis of the samples indicated that *T. ramosissima* water deficit samples had gene expression responses more similar to the well-watered *T. chinensis* and *T. ramosissima*, although the well-watered controls were the most similar (Figure 4). 

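Euclidean distances between libraries were computed on log2(TPM + 1), centred per gene, over the DEG of the exact test. The *T. ramosissima* water deficit libraries lay at a mean distance of 103 ± 15.4 (SD over 9 pairs of libraries) from the *T. ramosissima* controls and 106 ± 13.2 (SD over 6 pairs) from the *T. chinensis* controls. Their distance from the *T. chinensis* water deficit libraries was 121 ± 16.2 (SD over 9 pairs), about 1 SD farther. The controls of the 2 species were 67.8 ± 6.50 apart (SD over 6 pairs), and the *T. ramosissima* water deficit libraries were 73.0 ± 14.4 apart from each other (SD over 3 pairs). For the 3 *T. ramosissima* water deficit plants, the distance from *T. chinensis* water deficit divided by the distance from the *T. ramosissima* controls was 0.834 in replicate 1, 1.49 in replicate 2 and 1.28 in replicate 3, so that replicate 1 was nearer to *T. chinensis* water deficit. On the DEG of the quasi-likelihood test the mean distances were 12.2 and 25.0, with ratios of 0.996, 3.83 and 2.54 for the 3 plants. Over all genes with a TPM above 1 in at least 2 libraries, the mean ratio was 1.09. The distances were not tested, because the genes had been selected for differing between the groups. With Euclidean distance and average linkage, all *T. ramosissima* water deficit libraries joined the controls when the tree was divided into 2 clusters, on the DEG of the quasi-likelihood test, on those of the exact test and over all genes with a TPM above 1. With complete linkage, or with 1 minus the Pearson correlation as the distance, the *T. ramosissima* water deficit libraries did not all join the controls on the DEG of the quasi-likelihood test, and neither did they without *T. chinensis* water deficit replicate 2, where the mean ratio was 1.42. From the clustering of the samples, the paper reasons that gene expression of *T. ramosissima* under water deficit was more similar to that of well-watered plants.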

A group of 2698 genes up-regulated (purple) in *T. chinensis* following drought stress that are not consistently up-regulated in *T. ramosissima* are apparent at the bottom left of Figure 4. 

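Among the DEG of the exact test over all pairwise comparisons, the mean log2(TPM + 1) was higher in *T. chinensis* water deficit than in its control for 1625 genes and lower for 2314. Of those that were higher, 277 had no higher mean in *T. ramosissima* water deficit than in its control. All 3 *T. chinensis* water deficit libraries lay above both controls for 1275 genes, and for 719 of these the *T. ramosissima* libraries were not separated in this way. Chance alone orders 3 libraries above 2 for 10% of genes and 3 above 3 for 5%, although these genes had been selected as DEG. Among the DEG of the quasi-likelihood test, 22 genes were separated in this way in *T. chinensis*, and 5 of them were not in *T. ramosissima*. These were 95 and 17 without *T. chinensis* water deficit replicate 2, and 0 without replicate 1 or 3 of that group or any 1 of the *T. ramosissima* controls, where no DEG were left.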

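In *T. ramosissima*, 1663 of the DEG of the exact test had a higher mean log2(TPM + 1) under water deficit than in the control, and 315 of these had no higher mean in *T. chinensis* water deficit. All 3 *T. ramosissima* water deficit libraries lay above all 3 controls for 750 genes, of which 194 were not separated in *T. chinensis*. Among the DEG of the quasi-likelihood test the corresponding numbers were 19 and 2, and without *T. chinensis* water deficit replicate 2 they were 85 and 7. They were 0 without replicate 1 or 3 of that group or any 1 of the *T. ramosissima* controls.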

Above these are several groups of genes up-regulated in *T. ramosissima* but not in *T. chinensis*.

### 2.4. Differential Gene Expression in Water Deficit Relative to Control Treatment Indicates a Greater Transcriptomic Response in T. chinensis Than in T. ramosissima

About twice as many DEG were down-regulated under water deficit conditions relative to the well-watered conditions in both species (Figure 5). 

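At an FDR of 0.005 and an absolute log2 fold change of at least 1, edgeR's quasi-likelihood test gave 98 DEG in *T. chinensis* among 28210 genes tested, 16 up-regulated and 82 down-regulated. The share down-regulated was 83.7%, with an exact Clopper-Pearson 95% interval from 74.8% to 90.4% that covers counting error only. In *T. ramosissima* the same test gave 0 DEG among 29025 genes tested, with 6264 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0117 (Benjamini-Hochberg). Limma-voom also gave 0 there, with 6102 genes at an unadjusted p under 0.05. The exact test gave 1528 up-regulated and 2346 down-regulated DEG in *T. chinensis* (60.6% down-regulated), and 509 and 722 in *T. ramosissima* (58.7%). By DESeq2, 56.4% of 3940 DEG were down-regulated in *T. chinensis* and 59.2% of 1530 in *T. ramosissima*. At an FDR of 0.001 and an absolute log2 fold change of at least 2, a setting of the exact test chosen after its values were seen, 755 DEG were up-regulated and 1313 down-regulated in *T. chinensis*, and 232 and 437 in *T. ramosissima*. Without *T. ramosissima* control replicate 3 the exact test at this setting gave 424 DEG in *T. ramosissima*. Without *T. chinensis* water deficit replicate 2 the quasi-likelihood test gave 864 DEG, 47.9% of them down-regulated. Without replicate 1 or 3 of that group, or without either *T. chinensis* control, it gave 0.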

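No DEG of the quasi-likelihood test was shared, so that all of its DEG were unique to *T. chinensis*. By the exact test at an FDR of 0.005 and an absolute log2 fold change of at least 1, 3174 DEG were unique to *T. chinensis* and 531 to *T. ramosissima*. At the stricter pair of thresholds, chosen after the values were seen, the unique DEG were 629 up-regulated and 1107 down-regulated in *T. chinensis*, and 106 and 231 in *T. ramosissima*. Of the *T. chinensis* unique DEG at these thresholds, 1599 had been tested in *T. ramosissima*, where 90.7% changed in the same direction and 51.2% did so by an absolute log2 fold change of at least 1. Of the *T. ramosissima* unique DEG, 302 had been tested in *T. chinensis*, and 91.1% changed in the same direction. The ratio of all *T. chinensis* DEG to all *T. ramosissima* DEG was 3.09, and 3.15 at an FDR of 0.005 and an absolute log2 fold change of at least 1. Without *T. chinensis* control replicate 1 or 2 both ratios were lower, but 1 library was then left in that group. Such a fit has less power than the full *T. ramosissima* fit, so the lower ratios do not show a smaller response. Across genes, the slope of the *T. ramosissima* on the *T. chinensis* log2 fold changes was 0.417 without *T. chinensis* control replicate 1 and 0.460 without replicate 2. It was 0.458 with all libraries. At the stricter thresholds, leaving out *T. ramosissima* control replicate 1, 2 or 3 gave ratios of 4.50, 3.73 and 4.88. The DEG unique to *T. chinensis* and to *T. ramosissima* were 656 and 550 without *T. chinensis* control replicate 1, and 584 and 526 without *T. chinensis* control replicate 2. Those unique to *T. ramosissima* were 187 without *T. ramosissima* control replicate 3.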

There were a greater number of unique DEG in water deficit samples relative to their well-watered control in *T. chinensis* (1736) than in *T. ramosissima* (337) (Figure 5). In addition, there were 332 DEG in common between the two species.

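By edgeR's quasi-likelihood test at an FDR of 0.005 and limma-voom the number of DEG in common was 0, since neither called a DEG in *T. ramosissima*. The exact test at these thresholds gave 700 in the same direction, and DESeq2 gave 725. At an FDR of 0.001 and an absolute log2 fold change of at least 2, the exact test gave 332 in the same direction and 334 in any direction, where 46.1 are expected by chance among the 26563 genes tested in both species. Those in the same direction were 119 without *T. chinensis* control replicate 1 and 143 without *T. chinensis* control replicate 2. A single quasi-likelihood fit of all 11 libraries, with species and treatment as terms, was added after the data were seen. It tests the average water deficit effect over the species and gave 1307 genes, 491 up-regulated and 816 down-regulated, where DESeq2 gave 3733 in the same design. Of the 1276 of these genes that were tested in each species, all changed in the same direction in both, and 1137 did so by an absolute log2 fold change of at least 1 in both, in genes selected for their average change. The number from the quasi-likelihood fit was 151 and 281 without *T. chinensis* control replicates 1 and 2, and 578, 866 and 435 without *T. ramosissima* control replicates 1, 2 and 3. It was 710 without *T. chinensis* water deficit replicate 1 and 544 without *T. ramosissima* water deficit replicate 1.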

### 2.5. Gene Ontology Classification Identified Similar Functional Categories for T. chinensis and T. ramosissima

Gene ontology term (GO) classification of DEG up-regulated in water deficit treatment relative to control for *T. chinensis* and *T. ramosissima* indicated similar GO sub-categories of cellular components. In the cellular component, GO categories indicated that there was a greater proportion of membrane and membrane part genes in *T. ramosissima* than in *T. chinensis* (Table S5). The largest proportion of molecular function GO categories were catalytic activity and binding categories, and there was a larger percentage of genes in *T. chinensis* compared to *T. ramosissima*.

The biological processes category contained the largest number of genes (Table S5). The major categories in common between species were cellular process, metabolic process, biological regulation, response to stimulus and regulation of biological processes, and they showed a similar proportion of differentially up- and down-regulated genes in each species (Figure 6).

In both species, there was a greater down-regulation across GO categories than there was up-regulation (Figure 6, Table S5). However, there was a greater percent of significantly enriched and down-regulated in the transporter activity category for *T. chinensis* than in *T. ramosissima.* In contrast, a greater percentage of catalytic activity and binding in the molecular function categories were significantly enriched for *T. ramosissima* (Figure 6, Table S5).

### 2.6. Tamarix Homologs with B. vulgaris and A. thaliana

*Tamarix* gene homologs with *B. vulgaris* and *A. thaliana* genes were significantly enriched in biological processes, cellular component and molecular function gene ontology categories and KEGG pathways. *Tamarix* homologs with *A. thaliana* were found to be signficantly enriched in KEGG pathways such as oxidative phosphorylation, MAPK signaling pathway, Phosphatidylinositol signaling system, and MRNA surveillance pathway (Tables S6–S8).

### 2.7. Biological Processes and Molecular Function Networks Indicated Distinct Differences in the Water Deficit Responses of T. chinensis and T. ramosissima

The significantly enriched biological processes for *T. chinensis* and *T. ramosissima* water deficit treatments (TCWD and TRWD) each show a large network of >70 genes and 68 genes up-regulated in WD relative to well-watered control in-common for the two species. These networks include 30 biological processes functional categories, of which eight are common between species (Figure 7a,b). The categories that are in common account for 27% and 40% of the DEG identified in TCWD and TRWD, respectively. TCWD had unique enriched functional categories related to regulation of gene expression, RNA and DNA transcription, and biosynthesis and metabolic processes. TRWD showed enrichment in biological functional GO categories related to signaling and response to stimulus, as well as clock-related categories (Table S6a,b). Enriched biological processes functional GO categories down-regulated in both TCWD and TRWD included several cellular biosynthetic processes (Figure S1a,b; Table S6c,d). The GO categories down-regulated in common account for 22% and 39% of the DEG identified in TCWD and TRWD, respectively. The functional GO categories uniquely down-regulated in TCWD included regulation of many primary and secondary biosynthetic and metabolic categories (Table S6c). It is also of note that cellular component GO categories that were down-regulated in TCWD were predominately photosystem-related.

There were only four molecular function GO categories up-regulated in TRWD, and they were in common with TCWD. TCWD had 26 enriched molecular function categories for the up-regulated DEG that were clustered into two networks. One was related to transcription and binding categories and the other related to kinase, phosphotransferase, and ATP and nucleotide binding (Figure S2a, Table S7a). There was one small network of transcription and binding GO categories up-regulated in TRWD (Table S7b). Two down-regulated networks were identified for TCWD (Figure S2b, Table S7c). There were no molecular function networks identified for the down-regulated DEG in TRWD (Table S7d). Up-regulated cellular components GO categories in TCWD were photosynthetic-related (Table S7e).

### 2.8. Unique Transcription Factors Are DEG in T. chinensis and T. ramosissima in Response to Water Deficit

Several drought-related *Arabidopsis* transcription factor homologs are up-regulated in both species (Table S8). This includes *ABA* 8′-hydroxylase (*CYP707a3)*, myb domain protein (*MYB 27*, *106*), NAC domain containing protein (*NAC 103*) transcription factor, dehydrin family protein (*RAB18*), peroxidase superfamily protein, and galactose oxidase/kelch repeat superfamily protein. Similarly, a *NAC* homolog for *Vitis vinifera NAC 47* was up-regulated in both TCWD and TRWD. Transcription factor genes uniquely up-regulated in TCWD included MADS-box transcription factor family protein (*SHP1*); MYB *23*, *31*, *59*, *92*, *120*; WRKY DNA-binding protein (*WRKY 18*, *26*); Wuschel-related homeobox 12 (*WOX12*); and YABBY family protein (*YAB5*). Water deficit-related genes uniquely up-regulated in TRWD included the ethylene-related genes (ethylene-forming enzyme (*EFE*); *NAC076* and *ERF/AP2* transcription factor family genes).

There were 10,401 homologs to *Vitis vinifera* genes in the reference *Tamarix* transcriptome. These matched 254 and 71 of the TCWD and TRWD DEG, respectively. VitisNet Pathway enrichment analysis of the TCWD and TRWD DEG showed positive enrichment of the WRKY transcription factors with WRKY 57 homolog in both species. In addition, genes related to starch and sucrose metabolism and ethylene response factor transcription factors (*ERF1*, *SHINE 3*) were enriched in TCWD but not in TRWD (Table S8).

## 3. Discussion

### 3.1. Water Deficit Leaf Reference Transcriptome Shows a Greater Number of Genes Than Salt Stressed Roots

*Tamarix* species, commonly referred to as tamarisk, are invasive species in the United States. Since *T. chinensis* introduction in the 19th century and other species in the 20th century [2], *Tamarix* species and hybrids now extend from the southwest to the north-central region. *Tamarix* is a weed management issue; even young plants (12 weeks old) are difficult to control, as greater than 30% of *T. chinensis* and *T. ramosissima* plants are shown to survive fire and mowing treatments [40]. *T. chinensis* and *T. ramosissima* are more drought tolerant than many native riparian species, contributing to the invasive success [41,42,43,44]. *T. ramosissima* is noted to tolerate more water stress than native phreatophytes and maintains its growth capacity during periodic drought conditions, allowing it to dominate and create high-density stands in the floodplain and arid region communities in the Mojave Desert (Nevada, USA) [41]. It is noteworthy that *T. ramosissima* took seven days longer to show leaf wilt than *T. chinensis* in this study.

There is currently no published genome for any *Tamarix* species; therefore, a reference transcriptome was assembled using the combined RNAseq data from both species. The reference transcriptome of *T. chinensis* and *T. ramosissima* yielded a robust 117,867 unigenes. Benchmarking of the reference transcriptome indicated the presence of 92% of the universal single-copy orthologs [39]. The reference transcriptome described herein had a greater number of unigenes than that found in salt stressed roots (47,000 to 59,000 (*T. hispida* and *T. chinensis*)) or in the diurnal transcriptome of leaves (72,035, *T. ramosissima*) [31,37,38]. Functional gene ontology term classification of the DEG within molecular function, biological processes and cellular component GO categories indicated that the functional GO categories with the greatest number of DEG were similar to those found under salt stress for *T. hispida* and *T. chinensis* roots [31,37].

There is currently no published genome for any *Tamarix* species; therefore, analyses of the de novo reference transcriptome was conducted using *Arabidopsis thaliana*, other woody species and two domesticated species of the order Caryophylalles (*Spinacia oleracea* [spinach] and *B. vulgaris* [sugar beet]) [45,46,47]. *Tamarix* showed the greatest homology to the double haploid sugar beet line KWS2320, with over 14,000 homologs.

### 3.2. Differential Gene Expression Differs in Response to Water Deficit in T. chinensis and T. ramosissima

Differential gene expression analysis identified distinctly different expression patterns between the two species. 

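The difference between the species in their response to water deficit was tested as an interaction of species and treatment over all libraries. At an adjusted p of at most 0.005 from edgeR's quasi-likelihood test and an absolute log2 difference of at least 1, 2 genes passed among 31320 tested, with 3630 genes at an unadjusted p under 0.05. Limma-voom also gave 2, DESeq2 gave 350, and the quasi-likelihood test gave 88 without *T. ramosissima* water deficit replicate 1, 2 without *T. ramosissima* water deficit replicate 2 and 1 without any other library. The files pair no identifier with a gene name, and both genes were outside the rule for named genes and chosen after their values were seen. TRINITY_DN34824_c0_g1 fell from 702 ± 10.6 CPM (SD, n = 2) to 60.9 ± 9.81 (SD, n = 3) in *T. chinensis*. In *T. ramosissima* it was at 740 ± 84.6 CPM (SD, n = 3) in the control and 1092 ± 228 (SD, n = 3) under water deficit. Its response in *T. chinensis* minus that in *T. ramosissima* was −4.09 on the log2 scale (standard error 0.34, adjusted p = 0.00260 from the quasi-likelihood test). TRINITY_DN36985_c1_g1 fell from 157 ± 15.6 CPM (SD, n = 2) to 13.1 ± 1.85 (SD, n = 3) in *T. chinensis*, and was at 147 ± 16.0 and 211 ± 19.4 (SD, n = 3 each) in *T. ramosissima*. Its difference was −4.09 on the log2 scale (standard error 0.26, adjusted p = 3.9e-04). Fragments of near-identical copies could have been split among contigs, which the deposited counts do not show. Across the genes tested in both species, the slope of the *T. ramosissima* log2 fold changes on those of *T. chinensis* was 0.458, and 72.2% of genes changed in the same direction. The median absolute log2 fold change was 0.55 in *T. chinensis* and 0.41 in *T. ramosissima*. These describe genes, which are not replicates. Noise in the *T. chinensis* fold changes lowers such a least-squares slope, so it does not by itself show a smaller response. Between independent libraries of the same species, on fewer libraries, slopes lay from 0.572 to 0.855 in *T. chinensis* and from 0.308 to 0.614 in *T. ramosissima*. As a major axis the slope between the species was 0.623. The least-squares slope was 0.349 without *T. ramosissima* water deficit replicate 1 and 0.529 without replicate 2.

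**Figure D2:**
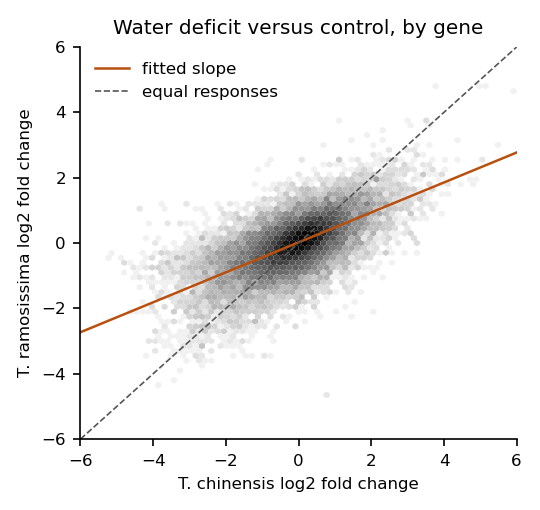
Log2 fold change of water deficit over control in *T. ramosissima* (vertical) against *T. chinensis* (horizontal), for genes tested in both species. Darker cells hold more genes on a log scale, the solid line has the fitted slope of 0.458, and the dashed line marks equal responses. Noise in the *T. chinensis* fold changes lowers the fitted slope.

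**Figure D3:**
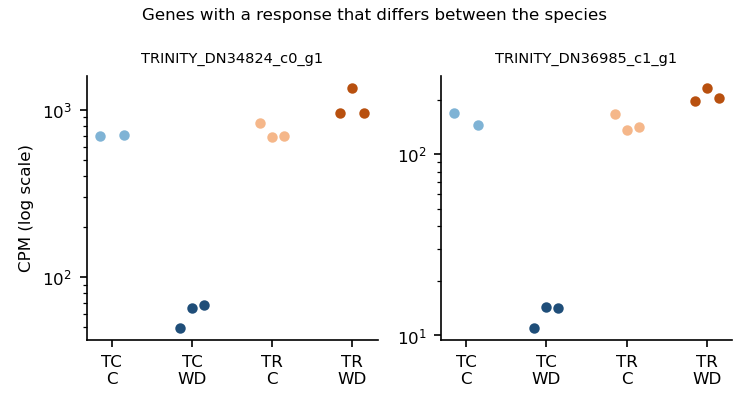
CPM of TRINITY_DN34824_c0_g1 and TRINITY_DN36985_c1_g1 in each library, on a log axis (TC, *T. chinensis*; TR, *T. ramosissima*; C, control; WD, water deficit). Each point is 1 library, and both genes are lower under water deficit in all 3 *T. chinensis* plants and in none of the *T. ramosissima* plants.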

There were 126 DEG up-regulated in WD relative to well-watered C and 206 DEG down-regulated in WD relative to well-watered C in common between *T. chinensis* and *T. ramosissima*. 

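By edgeR's exact test, 126 DEG were up-regulated and 206 down-regulated in both species at an FDR of 0.001 and an absolute log2 fold change of at least 2, and 294 and 406 at an FDR of 0.005 and an absolute log2 fold change of at least 1. By DESeq2 at the latter thresholds the numbers were 335 and 390. At the former thresholds the exact test gave 41 up-regulated and 78 down-regulated without *T. chinensis* control replicate 1, and 41 and 102 without *T. chinensis* control replicate 2. Those up-regulated were 74 without *T. ramosissima* water deficit replicate 1 and 78 without *T. ramosissima* control replicate 3. The quasi-likelihood test called no gene in *T. ramosissima*, so that the rule for named genes gave none, and a pair of up-regulated genes was chosen after their values were seen. TRINITY_DN33002_c3_g2 rose from 0.869 ± 0.247 CPM (SD, n = 2) to 208 ± 154 (SD, n = 3) in *T. chinensis*, a log2 fold change of 7.85 (standard error 1.32, adjusted p = 0.0177 from the quasi-likelihood test). In *T. ramosissima* it rose from 0.623 ± 0.544 CPM to 73.1 ± 77.6 (SD, n = 3 each), a log2 fold change of 6.88 (standard error 1.03, adjusted p = 0.0207). TRINITY_DN24364_c0_g1 rose by 7.20 on the log2 scale in *T. chinensis* (standard error 0.69, adjusted p = 0.00598) and by 6.07 in *T. ramosissima* (standard error 0.71, adjusted p = 0.0141). All 3 water deficit libraries lay above all controls in each species for both genes. Their control counts were between 2 and 16 fragments per library, so that the size of these changes rests on few counts.

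**Figure D4:**
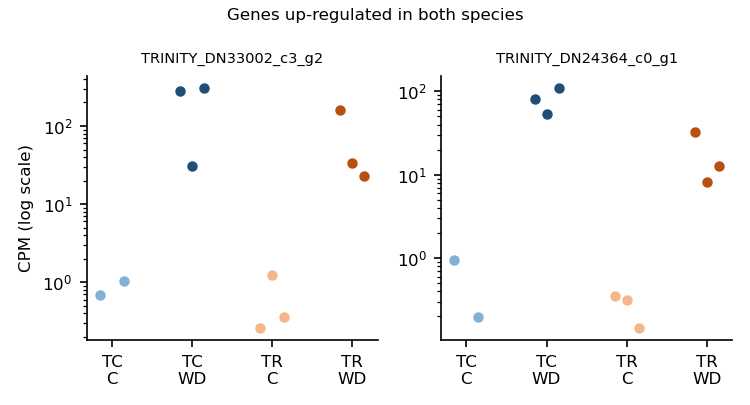
CPM of TRINITY_DN33002_c3_g2 and TRINITY_DN24364_c0_g1 in each library, on a log axis (TC, *T. chinensis*; TR, *T. ramosissima*; C, control; WD, water deficit). Each point is 1 library, and every water deficit library lies above every control library.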

Top hits of DEG up-regulated in common under deficit treatments included known drought-responsive genes. Previous studies in salt, osmotic, metal and water deficit stress identify *NAC*, *bHLH*, *MYB WRKY* and *ERF* transcription factors and dehydrin or late embryogenesis abundant (*LEA*) genes as having a role in stress tolerance in *Tamarix* species [29,30,31,32,35,48,49,50,51].

Dehydrin/LEA proteins play a role in drought and salt stress, and 21 *LEA* genes are up-regulated in salt-stressed *T. hispida* [32,36]. A *LEA* gene from *T. androssowii* improves salt and drought tolerance in transgenic tobacco and poplar [26,35,52]. A *T. hispida* dehydration-responsive element-binding (*DREB*) gene increases the salt and drought tolerance of transgenic tobacco and *T. hispida* [53]. It is of note that a dehydrin family protein (*RAB18*) was up-regulated in both *T. chinensis* and *T. ramosissima* during water deficit, suggesting a potential role in water stress tolerance.

In *T. hispida*, fourteen *MYB* transcription factors were characterized under osmotic and salt stress and *MYB13* was induced during salt stress [50]. Over-expression of *MYB13* in *T. hispida* resulted in low expression of reactive oxygen species, and knockout of *MYB13* had the opposite effect, suggesting that *MYB13* played a role in salt tolerance by regulating reactive oxygen species. In the current study, *MYB27* and *MYB106* were up-regulated in both *T. chinensis* and *T. ramosissima*, indicating these genes as having a potential role in water deficit response that should be explored. Similarly, over-expression of a *T. hispida* basic helix-loop-helix (*bHLH*) leucine-zipper transcription factor in *Arabidopsis* increases expression of *LEA* and reactive oxygen scavenging (*ROS*) genes and ROS enzyme activity, enhancing salt and osmotic-stress tolerance [29]. In the present study however, six *bHLH* genes were up-regulated in *T. chinensis* but none in *T. ramosissima*.

Ethylene response factors (*ERF*) are expressed in the root, stem and leaves of *T. hispida* in response to salt and drought stress, and *ERF1* is most abundant, suggesting a potential role in stress tolerance [48]. In contrast, over-expression of *T. hispida ERF1* led to increased abiotic stress sensitivity, suggesting a negative regulation of reactive oxygen scavenging ability [32]. In the current study, *ERF1* is up-regulated in both species; however, different peroxidase genes are up- and down-regulated, suggesting that there may be negative regulation of specific reactive oxygen scavenging-related genes. In *Arabidopsis*, down-regulation of *ERF1* occurs in response to overexpression of a *DREB* gene and is associated with an increase in *WRKY* gene expression and drought tolerance [53]. Similarly, over-expression of a *T. hispida WRKY* gene increased the salt and oxidative stress tolerance of *Arabidopsis* by increasing the activity of super-oxide dismutase and peroxidase genes and decreasing levels of reactive oxygen species [50]. The *WRKY* genes (18 and 26) are up-regulated in *T. chinensis*, and *WRKY57* is up-regulated in both *T. chinensis* and *T. ramosissima. WRKY57* was also up-regulated in the woody liana *Vitis riparia* during water deficit, which is a strong potential indication of a role for the *WRKY57* transcription factor in water deficit response [54].

In *T. hispida*, 21 *NAC* genes are up-regulated in response to salinity, drought, heavy metals and abscisic acid, indicating a role in abiotic stress tolerance [32]. *NAC13* increases salt and osmotic stress tolerance in transgenic *Arabidopsis* and *Tamarix*, promoting root growth and increased superoxide dismutase and peroxidase activities [37]. In this study, *NAC102* and *NAC76* were up-regulated in *T. chinensis* and *T. ramosissima*, respectively. However, *NAC103* and *NAC47* and peroxidase genes were up-regulated in both *T. chinensis* and *T. ramosissima* in response to water deficit. In *V. riparia*, *NAC47* and peroxidase and superoxide dismutase genes are also up-regulated in leaves in response to water deficit [54]. This suggests a potential role for *NAC47* and *NAC103* and peroxidase regulation in water deficit tolerance [37].

*T. chinensis* had a greater change in gene expression in response to water deficit than *T. ramosissima* did. The common expression of the transcription factors *MYB27*, *MYB106*, *NAC47*, *NAC103*, and *WRKY57* in *T. chinensis* and *T. ramosissima* suggests a strong potential role in water deficit tolerance in *Tamarix* that should be explored relative to the regulation of reactive oxygen scavenging genes. Dehydrin/LEA protein genes were up-regulated in *T. chinensis* and *T. ramosissima*, suggesting potential for increased drought tolerance. Up-regulation of *ERF1* in *T. chinensis* and *T. ramosissima* and up- and down-regulation in different peroxidase genes also shows how both species differentially modify transcriptomic responses during drought stress. GO enrichment analysis of TCWD up-regulated DEG showed enriched biological functional categories related to regulation of gene expression, RNA and DNA transcription, biosynthesis and metabolic processes. In contrast, TRWD up-regulated DEG were more related to an early gene expression cascade response as the DEG included GO enrichment in signaling and response to stimulus, and in clock-related categories. Enriched GO biological process categories for TCWD down-regulated DEG were many primary and secondary biosynthetic and metabolic processes, and enriched GO cellular component categories were photosystem-related. Enriched categories for the TRWD down-regulated DEG included cellular processes, gene expression, signaling and RNA biosynthesis, and positive regulation of chromatin and histone modifications. The TCWD and TRWD DEG were also enriched in the WRKY pathway as indicated by homolog analysis in the VitisNet pathways.

We found distinct differential gene expressions in *T. chinensis* and *T. ramosissima* (typically found in the southwest United States and in more northern latitudes, respectively) in flaccid leaves in response to water deficit. While *Tamarix* spp. are not known for water use efficiency (WUE), *T. ramosissima* appears to have better WUE than *T. chinensis* [41]. In the fourteen week-old plants in this study, *T. chinensis* reached leaf wilt sooner than *T. ramosissima* did (10 and 17 days, respectively). Differential gene expression analysis indicated that *T. chinensis* had more down-regulated genes and pathways than *T. ramosissima*. The ability to withstand drought may help maintain growth capacity during dry periods and permit a faster recovery when water is available. Since genes expressed under drought and cold stress are similar, better drought tolerance also may explain better tolerance to cold and salt stress [42,43]. Indeed, *T. ramosissima* is reported in more northern habitats (up to 53° N in Asia) [55]. Greater drought tolerance may also have implications for herbicide tolerance by lessening uptake during dry conditions, with plants having closed stomata or a thicker waxy cuticle. In addition, MYB27 and MYB106 were up-regulated in both species under drought, increasing reactive oxygen scavenging and potentially enhancing salt and osmotic stress tolerance, making these species potentially more resilient to multiple stress factors than any native competing species. These findings may also have implications in the search for drought tolerant genes for commercial crops, by finding genes that could enhance or maintain growth during periodic seasonal dry conditions.

## 4. Materials and Methods

### 4.1. Plant Materials

Seeds of *T. chinensis* were obtained from New Mexico (Latitude 32.40° N, Longitude 104.20° W) and *T. ramosissima* from Montana (Latitude 47.60° N, Longitude 107.42° W) from established stands on 5 August and 9 October 2013, respectively. Seeds were stored in a porous container at 5 °C until planting to maintain viability.

*T. chinensis* and *T. ramosissima* seeds were planted on 11 October 2013 on the surface of Ray Leach SC10 Super cone-tainer cells (Stuewe and Sons, Inc., Corvallis, OR, USA) (3.8 cm [1.5 in] diameter by 21 cm [8.3 in] length) filled with sandy clay loam topsoil (collected from Brookings, SD) that had been passed through a 2 mm sieve. Cone-tainers were stabilized using support racks and placed inside plastic tubs filled with water (to 15 cm) to maintain surface wetness and maximize germination and seedling growth [40]. Tubs were placed in a greenhouse with natural and artificial lighting (12/12 h light/dark cycle), and temperatures ranged between 20 and 30 °C. Plants were thinned to one cone^−1^ about 3 weeks after germination, and water levels were allowed to drop to 10 cm.

### 4.2. Genotype Analysis

Leaf tissue was collected from ten individuals grown from the *T. chinensis* and *T. ramosissima* on 27 January 2014. *Tamarix* species identities were determined through Amplified Fragment Length Polymorphism (AFLP) analyses performed at the USDA Northern Plains Agricultural Research Laboratory in Sidney, MT, USA [56].

### 4.3. Water Deficit Treatment

On 17 January 2014, fourteen week-old plants were placed in growth chambers maintained at 25 °C 12/12 h light/dark cycle. Plants were subjected to well-watered control (C) (sub-irrigated in tubs with water depth of 3 cm) or water deficit treatments. Water deficit (WD) was imposed by withholding water until water stress was shown by flaccid/wilting leaves.

*T. chinensis* and *T. ramosissima* reached wilting point at 10 and 17 days, respectively, after water was withheld. At the wilting point, all leaf tissue was collected from three separate replicates (one plant per replicate sample), which were sampled for each of the WD and well-watered control treatments for each species, and was immediately submerged in liquid N and stored at −80 °C for subsequent RNA extraction.

### 4.4. RNA Extraction

A modified protocol using the Sigma Spectrum Plant Total RNA isolation kit was developed for efficient *Tamarix* RNA isolation. A 100 mg sample of leaf tissue was finely ground to a talc-like powder in liquid nitrogen, and then 800 µL lysis buffer was added and homogenized by grinding until completely thawed. The mixture was transferred to a 2 mL collection tube, incubated at room temperature for 10 min, and centrifuged at 9000 rpm for 4 min to pellet the cellular debris. A 700 µL aliquot of the supernatant was pipetted (without disturbing the debris pellet) into a 1 mL filtration column placed in a 2 mL collection tube. The supernatant and filtration column were centrifuged for 1 min at maximum speed, the column was discarded, and the clarified lysate saved. Binding solution (500 µL) was added to samples and mixed well by vortexing quickly or pipetting back and forth. A 750 µL aliquot of this mixture was transferred into a binding column, centrifuged for 1 min at maximum speed, flow-through discarded, and steps repeated for the remaining mixture. The column was placed into a new 2 mL collection tube, 550 µL of wash Solution 1 was added to the column and centrifuged for 1 min at maximum speed, and the flow-through was discarded. The column was placed into a new 2 mL collection tube. Diluted Wash Solution 2 (550 µL) was added to the column and centrifuged for 30 s at maximum speed. This was repeated once more. The flow-through was discarded each time. The column was placed in a new 2 mL collection tube and centrifuged for 1 min at maximum speed to dry. The column was transferred to a new, clean 2 mL tube, 40 µL of elution solution was placed onto the center of the binding matrix, and it was incubated for 1 min. The tube was then centrifuged for 1 min at maximum speed to elute the RNA. The column was discarded, and the eluate containing total RNA was assayed for quantity and quality. The absorbance ratios at 260 to 280 nm and at 260 to 230 nm, and RNA yield were obtained using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, USA). RNA quality was checked using an Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA).

Leaf tissue of *T. chinensis* and *T. ramosissima* at wilting point, i.e., 10 and 17 days, respectively, was collected from three biological replicates of the WD and well-watered control treatments for each species. Samples were sent to BGI (BGI@ UC Davis Genome Center, Sacramento, CA, USA) for cDNA library preparation and sequencing. NEBNext Ultra RNA Library Prep kits were used for cDNA library construction, and cDNA libraries were sequenced using a paired end protocol on an Illumina HiSeq2000 at BGI, University of California Davis Genome center, Sacramento, CA. Raw sequence reads were paired end and 100 base pairs long for each replicate sample. One *T. chinensis* C sample was lost in the transfer process, resulting in 2 replicates being sequenced.

### 4.5. De Novo Reference Transcriptome Assembly and Assessment

Raw sequence reads were checked for quality with FastQC (version 0.11.3) [57]. Reads were trimmed from 5′ and 3′ ends to a Phred quality score of ≥20 with Prinseq (version 0.20.4) [58], and only reads with more than 20 nucleotides were maintained for transcriptome assembly and gene expression analysis.

A de novo reference *Tamarix* transcriptome was assembled using quality reads with Trinity software (version 2.4.0) [59] and paired end script with a default kmer of 25. The basic statistics of the de novo transcriptome were generated using Trinity software stats.pl script. BUSCO (Benchmarking Universal Single-Copy Orthologs) (version 3) [39] was employed to test the relative completeness of the reference transcriptome using a Eukaryotic lineage dataset; embryophyte_odb9, and 1440 BUSCO groups, with *A. thaliana* as the Augustus default species.

### 4.6. Functional Gene Annotation

Blast2GO (version 4.1.9) [60,61] was used to functionally annotate the *Tamarix* contigs. The de novo contigs were used as query sequences against a non-redundant eukaryotic protein database using CloudBlast with parameters; BLASTX, a word size of 3, an expectation value of 1 × 10^−10^ a maximum target hit sequence of 1, and a Highest Scoring Pair (HSP) length cutoff of 33. The top-hit homologs were identified with a BLASTX search. GO [62,63,64] and GO Consortium 2019 terms for these top-hit homologs were retrieved using Blast2GO (version 4.1.9).

Unique contigs were identified using Cd-Hit (version 4.6.7) [65]. Transcription factors were predicted from the unique *Tamarix* contigs using PLANTTFDB (version 4.0) [66,67]. Transcription factors predicted using PLANTTFDB were compared with the transcription factors obtained with Blast2GO.

### 4.7. GO and KEGG Pathway Enrichment

The cDNA sequences of *A. thaliana* [68], *B. vulgaris* [69] and *V. vinifera* version1 genome [70] were used in a BLAT (version 351) [71] search for top-hit matches of >95% identity against the *Tamarix* contigs. Other parameters used in BLAT were tile size of 11 for DNA sequences, no. of tile matches of 2 for nucleotide sequences, minimum score of 20, maximum gap between tiles as 2, and maximum intron size of 750,000. Pathway and gene ontology enrichment was conducted for the *B. vulgaris* (Refbeet 1.2.2) [45] and *A. thaliana* homologs using ShinyGO [72].

### 4.8. Gene Expression Analysis

The RSEM (RNA-Seq by Expectation Maximization) software package [73] was used to align the cleaned raw sequence reads against the reference *Tamarix* contigs with bowtie aligner (version 2) [74,75] (using the scripts align_and_estimate_abundance.pl and abundance_estimates_to_matrix.pl) to estimate the number of fragments that map to each contig. Normalized expression levels in TPM (transcripts per million), FPKM (fragments per kilobase per million mapped reads) and counts matrix for the control and treatment samples were obtained. Normalized transcript counts for all transcripts were explored using Principal Component Analysis (PCA) in R programming language.

### 4.9. Pairwise Comparisons of All Species and Water Treatments

Differential expression was determined using a Bioconductor package edgeR (empirical analysis of DGE in R) (using the script run_DE_analysis.pl) (version 3.8.6) [76]. Differentially expressed genes (DEG) were defined as those expressed with |log fold change ≥2| and false discovery rate (FDR) of 0.001. Differential expression in *T. chinensis* and *T. ramosissima* and control and water deficit treatment samples were visualized with iDEP (version 0.71) [77] using TPM above zero in at least one sample, and hierarchical clustering with parameters; Euclidean distance and average linkage.

### 4.10. Differential Gene Expression in Water Deficit Relative to Control Treatment

Differentially expressed genes (FDR 0.005 and |log fold change ≥1|) were identified with pairwise comparisons (TC_C Vs TC_WD and TR_C Vs TR_WD). DEG GO terms were functionally classified and visualized with Web Gene Ontology Annotation Plot (WEGO, version 2.0) [78,79]. The DEG were mapped to their *A. thaliana* homologs (Figure 5). These homologs were tested for their enrichment in GO biological process, GO cellular component, GO molecular function and KEGG pathways with ShinyGO [72]. The input of ShinyGO is the differentially expressed genes list, and the application performs gene ontology analysis based on Ensembl v92 (over 200 plant and animal species). The significantly enriched biological processes/molecular functions/cellular components/kegg pathways were identified using a hypergeometric test, and Bonferroni correction was applied to adjust the false discovery rate (FDR), as described in ShinyGO [72]. Network enrichment analyses were performed for the TCWD and TRWD DEG using the iGraph R package in the ShinyGO web server [72]. Related GO terms are connected by a line, whose thickness reflect the percent of overlapping genes. Size of the node corresponds to number of genes. The DEG were also mapped to their *V. vinifera* homologs and tested for pathways using VitisNet pathways [80,81,82]. Significantly enriched VitisNet pathways were obtained with the VitisPathways tool using 1000 permutations and a Fisher’s exact test with *p*-value < 0.05 and permuted *p*-value < 0.05 [80,81,82].

### 4.11. Data Availability

The RNA-seq data for this study have been deposited into the National Center for Biotechnology Information GEO database under accession GSE127198.

## Figures and Tables

**Figure 1:**
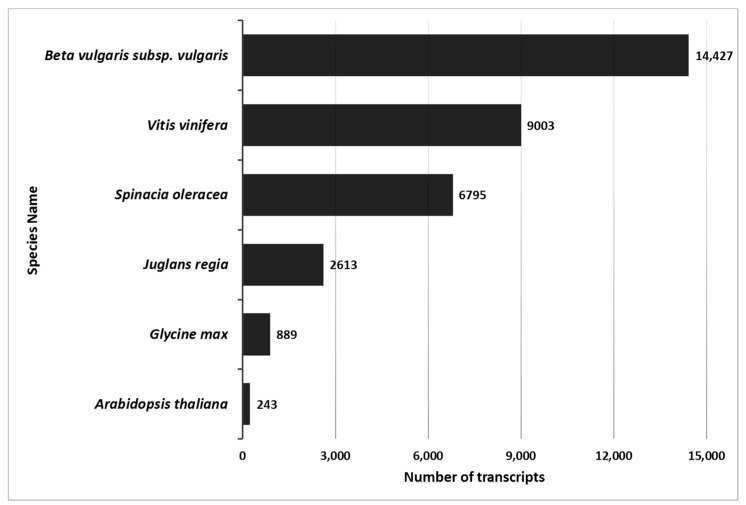
Number of *Tamarix* transcripts matched in other plant species. *Tamarix* transcript matches were identified using BLAT to identify top-hit matches of >95% homology of *Tamarix* contigs with *Beta vulgaris*, *Vitis vinifera*, *Spinacia oleracea*, *Juglans regla*, *Glycine max*, or *Arabidopsis thaliana* transcripts. Specific BLAT settings are noted in the Methods section. The X-axis identifies the number of transcripts, and the Y-axis identifies the name of the species. Numbers next to the bars show the number of homologus transcripts for each species.

**Figure 2:**
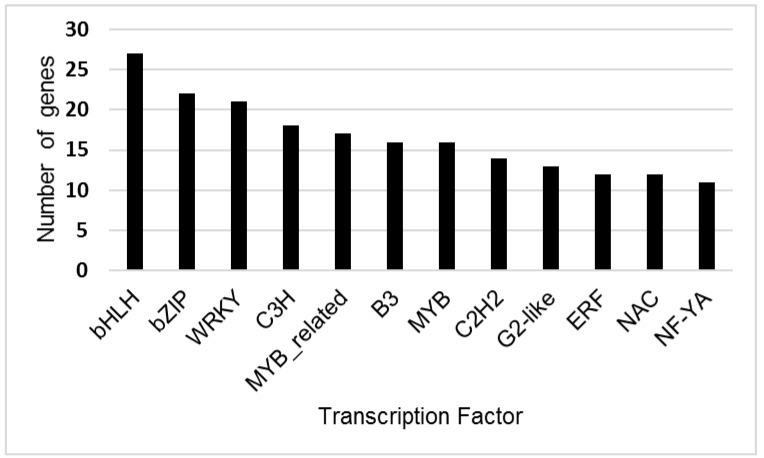
Number of genes identified for *Tamarix* transcription factor families with greater than 10 unigenes present in the transcriptome. Transcription factor genes were predicted from unique *Tamarix* contigs using PLANTTFDB (version 4.0). The X-axis indicates the brief name of the transcription factor family, and the Y-axis shows the number of unique genes identified for each transcription factor family.

**Figure 3:**
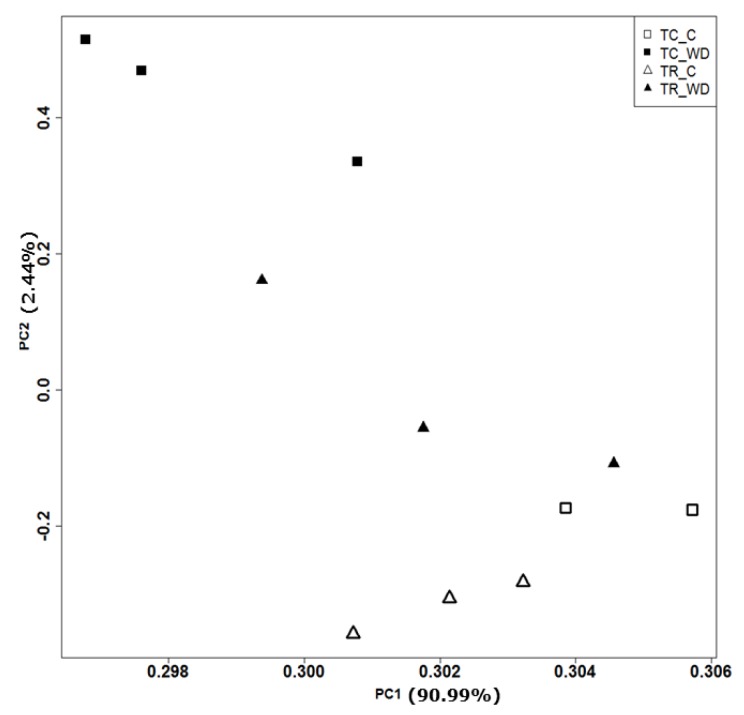
Principal component analysis of *T. chinensis* (TC) and *T. ramosissima* (TR) genes (117,867 genes). Normalized transcript counts for all transcripts were explored using Principal Component Analysis (PCA) in R programming language. Genes are expressed in transcripts per kilobase million (TPM). The open triangles and open squares denote well-watered (C) treatment in TR and TC, respectively. The solid triangles and solid squares denote water deficit (WD) treatment in TR and TC respectively. Percentages of variation explained by PC1 and PC2 were 90.99% and 2.44%, respectively. There are three replicates (*n* = 3) for all treatments except TC_C, where *n* = 2.

**Figure 4:**
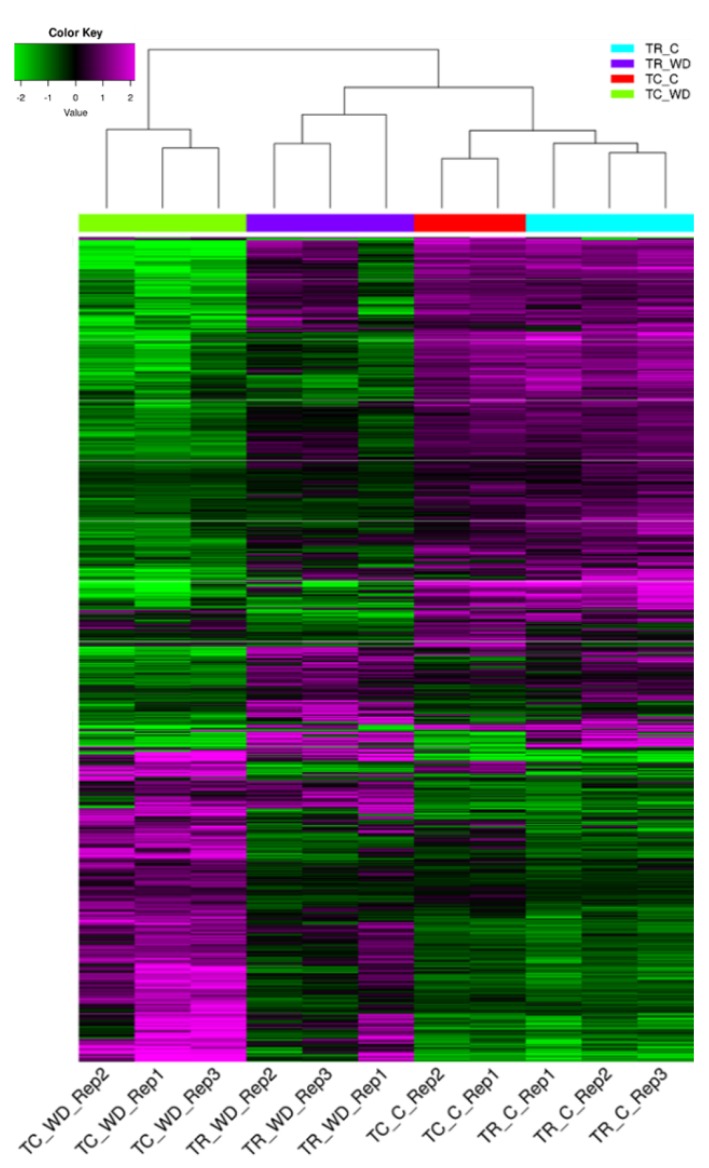
Differentially expressed genes from all pairwise comparisons for *T. chinensis* (TC) and *T. ramosissima* (TR) in well-watered (C) and water deficit (WD) treatments. Differentially expressed values for all genotypes and treatments were determined using a Bioconductor package edgeR (version 3.8.6) with a false discovery rate (FDR) = 0.001 and fold change >2. Magenta color denotes genes up-regulated and green denotes genes down-regulated in WD relative to C in both TC and TR (scale is in the upper left of the figure). Rep1, 2, or 3 denotes the biological replicate number. There are three biological (*n* = 3) replicates in TC_WD, TR_WD, and TR_C, and two biological replicates (*n* = 2) in TC_C.

**Figure 5:**
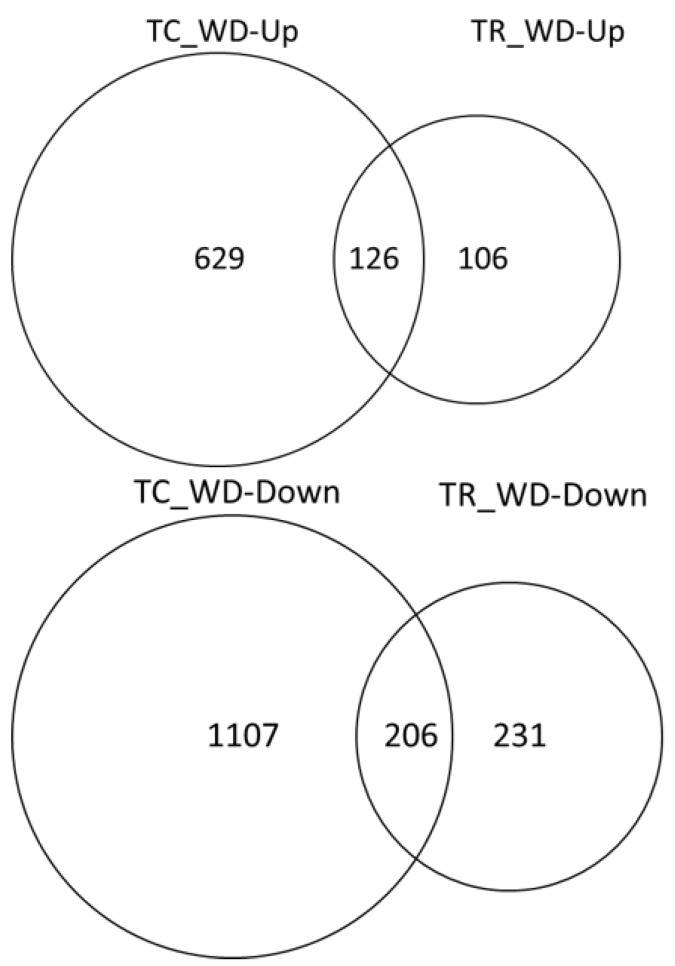
Water deficit response in *T. chinensis* and *T. ramosissima* seedlings. Differentially expressed genes (FDR 0.005 and log fold change ≥1 were identified for TC_well-watered (C) versus TC_water deficit (WD) and TR_C versus TR_WD). *T. chinensis* water deficit up- or down-regulated (TC_WD-Up or -Down) and *T. ramosissima* (TR_ WD-Up or -Down) indicate the number of differentially expressed genes that are up- or down-regulated in the water deficit treatment (WD) relative to the well-watered control (C).

**Figure 6:**
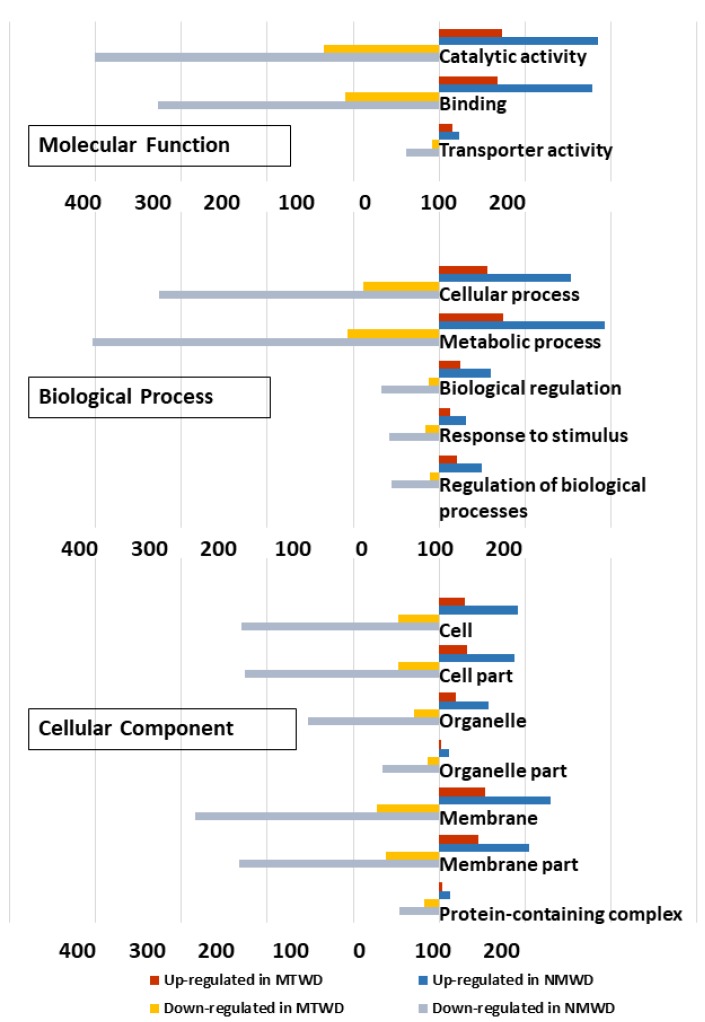
Gene ontology classification of differentially expressed genes in *T. chinensis* (TC) and *T. ramosissima* (TR). Differentially expressed gene ontology terms were functionally classified and visualized with Web Gene Ontology Annotation Plot (WEGO, version 2.0). Blue and red bars represent the number of genes up-regulated in TC_water deficit treatment (WD) and TR_WD relative to their respective well-watered control. Gray and yellow bars represent the number of down-regulated genes in TC_WD and TR_WD relative to their respective well-watered control.

**Figure 7:**
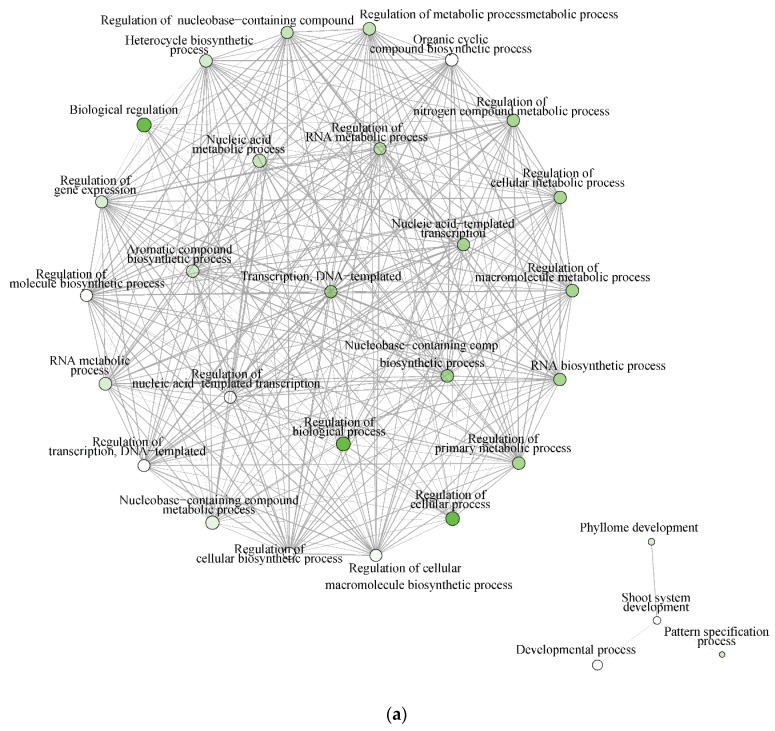

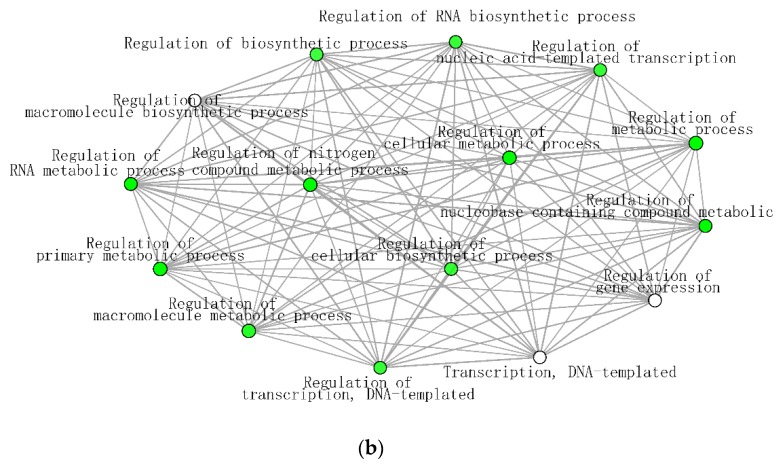
(**a**) Significantly enriched biological processes for *T. chinensis* genes up-regulated under water deficit treatment (TCWD) relative to its well-watered control. Significant enrichment networks were performed using DEG in the iGraph R package in the ShinyGO web server. Networks consist of nodes and lines connecting the nodes. Nodes are circles, which denote the different biological process categories. The color of the circle denotes the direction of regulation of the genes belonging to each enriched biological process in the network. Lines denote the interactions, which are the genes that are common between any two biological processes. Darker green color in the circles indicates greater up-regulation of genes. (**b**) Significantly enriched biological processes for *T. ramosissima* genes up-regulated under water deficit treatment (TRWD) relative to its well-watered control. Significant enrichment networks were performed using DEG in the iGraph R package in the ShinyGO web server. Network consists of nodes and lines connecting the nodes. Nodes are circles, which denote the different biological process categories. The color of the circle denotes the direction of regulation of the genes belonging to each enriched biological process in the network. Lines denote the interactions, which are the genes that are common between any two biological processes. Green color in the circles indicates greater up-regulation of genes. Enriched GO categories down-regulated in TRWD were negative regulation functional categories (cellular processes, gene expression, signaling and RNA biosynthesis) and functional categories related to the positive regulation of chromatin and histone modifications (Table S6d).

**Table 1:** Tamarix de novo reference transcriptome assembly statistics using a Trinity assembler.

Description	Number
Total genes according to Trinity Assembly	117,867
Total Trinity transcripts	271,872
Percent Guanine-Cytosine	40.9
Contig N10	4150
Contig N20	3234
Contig N30	2659
Contig N40	2215
Contig N50	1824
Median contig length (bp)	622
Average contig length (bp)	1058
Total assembled bases	287,833,633

## Supplementary Materials

The following are available online at https://www.mdpi.com/2223-7747/9/1/86/s1, Figure S1: (**a**) Significantly enriched biological processes for *T. chinensis* genes down-regulated under water deficit treatment (TCWD) relative to its well-watered control. (**b**) Significantly enriched biological processes for *T. ramosissima* genes down-regulated under water deficit treatment (TRWD) relative to its well-watered control. Significant enrichment networks were performed using DEG in the iGraph R package in the ShinyGO web server. Network consists of nodes and lines connecting the nodes. Nodes are circles, which denote the different biological process categories. Lines denote the interactions, which are the genes that are common between any two biological processes. Green color in the circles indicates greater down-regulation of genes. Figure S2: (**a**) Significantly enriched molecular function categories up-regulated in *T. chinensis* under water deficit treatment (TCWD) relative to its well-watered control. (**b**) Significantly enriched molecular function categories down-regulated in *T. chinensis* under water deficit treatment (TRWD) relative to its well-watered control. Significant enrichment networks were performed using DEG in the iGraph R package in the ShinyGO web server. Network consists of nodes and lines connecting the nodes. Nodes are circles, which denote the different biological process categories. Lines denote the interactions, which are the genes that are common between any two biological processes. Table S1–S4: S1. Summary of Raw and clean paired end sequence reads. S2. Summary of number of Blast2GO hits for *Tamarix* transcripts. S3. *Tamarix* transcription factor gene families. S4. Differentially expressed genes in *Tamarix chinensis* and *Tamarix ramosissima.* Table S5: Gene ontology classification of differentially expressed genes in *T. chinensis* and *T. ramosisima*. Table S6: Biological processes up- and down-regulated in *T. chinensis* and *T. ramosissima.* a. Enriched biological process categories up-regulated in *T. chinensis*. b. Enriched biological process categories up-regulated in *T. ramosissima*. c. Enriched biological process categories down-regulated in *T. chinensis*. d. Enriched biological process categories down-regulated in *T. ramosissima*. Table S7: Molecular function categories up- and down-regulated in *T. chinensis* and *T. ramosissima.* a. Enriched molecular function categories up-regulated in *T. chinensis*. b. Enriched molecular function categories up-regulated in *T. ramosissima*. c. Enriched molecular function categories down-regulated in *T. chinensis*. d. Enriched biological processes down-regulated in *T. ramosissima*. e. Enriched cellular component categories down-regulated in *T. chinensis.* Table S8: *Arabidopsis* and *Vitis* homologs for differentially expressed gene. S8a. *Arabidopsis* and *Vitis* homologs for DEG up-regulated in *T. chinensis* water deficit relative to control. S8b. *Arabidopsis* and *Vitis* homologs for DEG up-regulated in *T. ramosissima* water deficit relative to control.

How the deposited data were processed for this re-analysis (not part of the article)

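Leaf RNA of *T. chinensis* and *T. ramosissima* seedlings that were 14 weeks old when treatment began was sequenced as read pairs, from well-watered controls and from plants under water deficit. There were 11 libraries, each from 1 plant, with 3 per group except the *T. chinensis* control, which had 2. Each group is compared with the others by the sample names that the authors gave, and every column of both tables was assigned to 1 library.

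The authors trimmed the reads with Prinseq, assembled those of both species into 1 reference with Trinity, aligned each library to it with Bowtie and estimated abundance with RSEM. The deposited expected counts (estimated fragments per assembled gene) are not normalized, and RSEM's version is not given in the sources used here. The deposited TPM values are the authors' RSEM values per library, and their sum per library differs from the nominal total by at most 5.03. Because no genome was used, a gene is a group of assembled contigs, and a fragment that fits several contigs was shared out by RSEM before deposit. Contigs that hold different versions of a gene can therefore divide its counts.

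The estimated counts were rounded to whole numbers and analysed in R 4.3.3. Groups were compared with edgeR 4.0.16, with TMM factors, the quasi-likelihood test and Benjamini-Hochberg adjustment, on genes with a CPM above 1 in at least 2 of the libraries compared. Water deficit was compared with control within each species at an FDR of at most 0.005 and an absolute log2 fold change of at least 1. All 6 pairs of groups were compared at an FDR of at most 0.001 and an absolute log2 fold change of at least 2. The interaction of species and treatment was tested over all libraries. Each fit used only the groups it compared, except the interaction. Standard errors of log2 fold changes were derived from the fold change and the quasi-likelihood F statistic. The alternatives were edgeR's exact test, DESeq2 1.42.0, limma-voom and limma-trend (limma 3.58.1), median-ratio size factors, no normalization beyond library size, other filters on low counts, other thresholds, the replicate number as a block, 1 fit of all 4 groups, libraries thinned to the smallest total, and each library left out in turn. Where leaving out a *T. chinensis* control left 1 library in that group, the lone library was assumed to vary like the other group.

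PCA used log2(TPM + 1) of all genes, with genes as observations, centred and not scaled, and treatment labels were permuted within species in all 200 ways. Distances used the same scale, centred per gene, with Euclidean distance and average linkage. A gene was counted as detected in 1 species when its count was at least 10 in every library of that species and 0 in every library of the other. With 10245008 to 15655257 fragments per library, 1 CPM corresponds to more than 10 fragments, and counts near that level carry a large counting error. Intervals on shares of genes cover counting error only.

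The rule for named genes took the genes past the threshold in both species in the same direction, separated in every library, 2 in each direction with the smallest of the larger adjusted p. It gave 0 genes, and the 4 genes named beside the DEG counts were chosen after their values were seen, as were 3 genes detected in 1 species. The quasi-likelihood test, the exact test and DESeq2 were tested, and limma-voom and limma-trend were not, on simulated libraries with the real means and library sizes, in which 200 or 2000 genes were changed by 2 or 3 on the log2 scale. With 2000 changed genes, the quasi-likelihood test at an FDR of 0.005 recovered 0 of them in the simulated *T. chinensis* and *T. ramosissima* libraries, the exact test at an FDR of 0.001 and an absolute log2 fold change of 2 recovered 26.6% and 35.2%, and DESeq2 at an FDR of 0.005 recovered 60.2% and 58.9%, with 11.1% and 8.39% of its calls false. At an FDR of 0.05 the quasi-likelihood test recovered 35.3% and 44.2% of them, with 5.10% and 4.17% of its calls false. With 200 changed genes, DESeq2 at an FDR of 0.005 had 51.1% and 35.3% of its calls false, and the exact test at an FDR of 0.001 and an absolute log2 fold change of 2 had 50.8% and 23.9%. The quasi-likelihood test at an FDR of 0.05 then recovered 0 genes in *T. chinensis* and 9.68% in *T. ramosissima*. Shares of false calls depend on the number of changed genes, which is not known for the real libraries.

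Gene ontology terms, homologs, transcription factor families and networks were not analysed here, because the tables pair no identifier with a gene name.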

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

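The tests of other assembled genes of the same assembly component were chosen only after the result was seen. So was the use of the fits with 1 library left out as a test of a single library as the cause. The fits themselves had been planned.

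The response to water deficit differed between the species for 2 genes by a test of the difference itself, and the paper does not report a test of this difference. For TRINITY_DN34824_c0_g1 the response in *T. chinensis* minus that in *T. ramosissima* was −4.09 on the log2 scale (adjusted p = 0.00260 from edgeR's quasi-likelihood test), and for TRINITY_DN36985_c1_g1 it was also −4.09 (adjusted p = 3.9e-04). Both genes were lower in 3 of 3 *T. chinensis* water deficit plants than in both controls, and in 0 of 3 *T. ramosissima* water deficit plants than in any control. A shift of fragments to another assembled gene of the same component is argued against. The first is the only assembled gene of its component, and the sum over the 5 genes in the component of the second left a difference of −3.77. A single library as the cause is argued against as well, since the difference nearest 0 with any 1 library left out was −3.94. Over 20 alternatives the adjusted p reached 0.0298 for the first gene and 0.0137 for the second, and the first passed the threshold in 10 of them and the second in 19. The number of genes that passed was 88 without *T. ramosissima* water deficit replicate 1, 2 without replicate 2 of that group and 1 without any other library. What stays open is whether fragments moved to an assembled gene of another component, and a difference in biology between the species. The species were harvested 10 and 17 days after water was withheld, so that species and day were not separated. A hypothesis is that these genes may be turned down in *T. chinensis* alone at the wilting point, and it was found and tested on the same libraries.

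Counts in 1 species only were found for 3 genes that the paper does not discuss. TRINITY_DN33681_c1_g5 had 132 to 397 fragments in each *T. chinensis* library and 0 in all *T. ramosissima* libraries. TRINITY_DN29261_c1_g1 had 13 to 168 and TRINITY_DN34102_c0_g2 had 14 to 230 fragments in each *T. ramosissima* library, and 0 in all *T. chinensis* libraries. A count of 0 allows up to 3 fragments over the other species, so that expression below that level was not detectable at this depth. Zero counts by chance are argued against. Of the 462 ways to divide the 11 libraries into 5 and 6, only 1, the division by species, gave as many such genes, and the highest number for any other division was 1. Contigs that hold 1 species' version of a gene found in both cannot be told apart from a gene that is absent or silent in the other species. Another assembled gene of the component was over 2-fold higher in the other species for 1 of the 3 genes, TRINITY_DN34102_c0_g2, with a ratio of 13.1. For the other two the highest ratios were 1.78 and 0.786, but a counterpart in another component would not be seen. RNA of another organism that lived on the plants of 1 species was not tested.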

How the results depend on the processing

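In this part, the tests, thresholds and alternatives were set before the data were examined, apart from those named next. Chosen only after the result was seen were the exact test within species at an FDR of 0.001 and an absolute log2 fold change of 2. So were the distances on the DEG of the exact test, and the fit of an average effect over the species. Where a value moved, the cause was not tested.

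The number of DEG in *T. chinensis*, 98 by the quasi-likelihood test, was 3874 by the exact test, 3940 by DESeq2, 188 by limma-voom and 46 by limma-trend on log2(TPM + 1). It was 3698 with every gene of at least 2 counts, 160 with a CPM above 5, and 685 with all 4 groups in the fit. At an FDR of 0.001 and an absolute log2 fold change of at least 2 the quasi-likelihood test gave 0, and at an FDR of 0.05 it gave 4395, from 10371 genes at an unadjusted p under 0.05, and there 25 and 0 without *T. chinensis* control replicate 1 or 2. Median-ratio size factors (99), library size only (128), filterByExpr (98) and thinned libraries (95) stayed within 1.5 times. With 1 library left out it ranged from 0 to 864. It was 864 without *T. chinensis* water deficit replicate 2, and 0 without replicate 1 or 3 of that group or either *T. chinensis* control.

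In *T. ramosissima* the quasi-likelihood test gave 0 DEG from 6264 genes at an unadjusted p under 0.05. The number was 1231 by the exact test, 1530 by DESeq2, 1154 with every gene of at least 2 counts, 1 with all 4 groups in the fit and 1114 at an FDR of 0.05. It was 0 by limma-voom, limma-trend and the other alternatives, and from 0 to 0 with 1 library left out. The 1114 at an FDR of 0.05 became 108, 250 and 0 without *T. ramosissima* control replicate 1, 2 or 3, and 737 and 143 without *T. ramosissima* water deficit replicate 2 or 3. The number in common was 700 by the exact test, 725 by DESeq2, 653 with every gene of at least 2 counts, 1 with all 4 groups in the fit and 506 at an FDR of 0.05, and again 0 to 0 with 1 library left out. The 506 at an FDR of 0.05 became 1 and 0 without *T. chinensis* control replicate 1 or 2, 50, 128 and 0 without *T. ramosissima* control replicate 1, 2 or 3, and 77 without *T. ramosissima* water deficit replicate 3.

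The share down-regulated in *T. chinensis*, 83.7%, was 60.6% by the exact test, 56.4% by DESeq2, 60.8% with every gene of at least 2 counts, 71.8% with all 4 groups in the fit and 60.8% at an FDR of 0.05. Without *T. chinensis* water deficit replicate 2 it was 47.9%, so that fewer DEG were down-regulated than up-regulated. No other fit without a *T. chinensis* library gave a share. Leaving out a *T. ramosissima* library could not move it from 83.7%, since these libraries do not enter the fit. In *T. ramosissima* there was no DEG to give a share, and the share was 58.7% by the exact test, 59.2% by DESeq2, 56.1% with every gene of at least 2 counts and 59.8% at an FDR of 0.05. It was 65.3% by the exact test at an FDR of 0.001 and an absolute log2 fold change of 2.

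The union over the 6 comparisons, 75 by the quasi-likelihood test, was 3972 by the exact test, 3578 by DESeq2, 125 by limma-voom, 301 by limma-trend, 302 with library size only, 3688 with every gene of at least 2 counts, 185 with a CPM above 5 and 429 with all 4 groups in the fit. With 1 library left out it ranged from 0 to 141, with 0 without *T. chinensis* water deficit replicate 1 or 3 or any 1 *T. ramosissima* control and 141 without *T. chinensis* water deficit replicate 2. The 2 genes of the interaction became 350 by DESeq2 and 1110 with every gene of at least 2 counts, and with 1 library left out from 1 to 88. The number was 88 without *T. ramosissima* water deficit replicate 1, 2 without *T. ramosissima* water deficit replicate 2 and 1 without any other library. The exact test compares 2 groups and was not run for the interaction, and neither was limma-trend.

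The replicate numbers do not pair the plants, since same-numbered libraries of water deficit and control deviated from their group means with correlations of 0.0234 and 0.0919 in *T. chinensis* and −0.156, −0.181 and 0.0868 in *T. ramosissima*. With the replicate block the quasi-likelihood test gave 0 DEG in *T. chinensis* (8568 genes at an unadjusted p under 0.05), 0 in *T. ramosissima* (4809) and 0 in common, 8 over the 6 comparisons, 0 for the interaction (3318) and 381 for the average effect over the species.

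Water deficit and control libraries differed on PC2 in every alternative with genes as observations, with exact permutation p-values from 0.005 to 0.0167, and with 1 library left out the difference ranged from 0.479 to 0.552. With libraries as observations the treatments lay farthest apart on PC1 and not on PC2. The share on PC1 was 84.0% on TPM without a log, 81.0% with a pseudocount of 0.1, 90.1% over genes with a TPM above 1 in at least 2 libraries, 93.6% without centring and 26.8% with libraries as observations, and ranged from 90.8% to 91.4% with 1 library left out. The ratio of distances, 2.05, moved by less than the spread between plants. It was 1.09 over all genes with a TPM above 1, 1.17 on the DEG of the exact test, and from 1.42 without *T. chinensis* water deficit replicate 2 to 3.07 without *T. ramosissima* water deficit replicate 1. It could not be computed without *T. chinensis* water deficit replicate 1 or 3 or any 1 *T. ramosissima* control, where no DEG were left. The slope of the *T. ramosissima* on the *T. chinensis* response moved by less than the spread between plants in all alternatives, from 0.308 on the DEG of either species to 0.623 as a major axis, and from 0.349 to 0.529 with 1 library left out. Genes in 1 species only were 1 with a minimum of 50 counts, and 3 to 4 with 1 library left out.

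By the exact test at an FDR of 0.001 and an absolute log2 fold change of 2, thinning, median-ratio size factors and library size only moved no count by over 1.5 times. With 1 library left out, the *T. chinensis* DEG ranged from 727 to 2679, with 775 and 727 without *T. chinensis* control replicates 1 and 2. The *T. ramosissima* DEG ranged from 424, without *T. ramosissima* control replicate 3, to 721. Those in common ranged from 119 to 399, with 119 and 143 without *T. chinensis* control replicates 1 and 2. The shares down-regulated ranged from 52.6% to 81.4% in *T. chinensis* and from 53.9% to 70.8% in *T. ramosissima*. The average effect over the species was 3733 by DESeq2, and ranged from 151 to 1533 with 1 library left out. It was 151 and 281 without *T. chinensis* control replicates 1 and 2, 710 without *T. chinensis* water deficit replicate 1, 578, 866 and 435 without *T. ramosissima* control replicates 1, 2 and 3, and 544 without *T. ramosissima* water deficit replicate 1.

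Thinning every library to the smallest total moved the numbers of DEG of each species, in common, over the 6 comparisons and for the interaction by less than 1.5 times. It moved the genes separated in *T. chinensis* and not in *T. ramosissima*, among the DEG over the 6 comparisons, from 5 to 8.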

Differences from the paper's values

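Within species, the exact test at an FDR of 0.001 and an absolute log2 fold change of 2, its thinned, renormalized and leave-one-out versions, and DESeq2 and the filter of at least 2 counts at these thresholds were chosen only after the result was seen, and the other settings were set before the data were examined.

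The paper's number of DEG over all pairwise comparisons is 3972, and the quasi-likelihood test gave 75. Among the alternatives set before the data were examined, the exact test (3972), DESeq2 (3578) and every gene of at least 2 counts (3688) came within 1.5 times of the paper's number. Limma-voom, limma-trend, median-ratio size factors, library size only, filterByExpr, a CPM above 5, the replicate block, thinning, all 4 groups in the fit, an absolute log2 fold change of at least 1, and each library left out did not.

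The paper's numbers of unique DEG are 1736 in *T. chinensis* and 337 in *T. ramosissima*, and the quasi-likelihood test at an FDR of 0.005 and an absolute log2 fold change of 1 gave 98 and 0. The paper gives these thresholds for this comparison in the legend of Figure 5 and in its methods for water deficit relative to control, and an FDR of 0.001 with a log fold change of 2 in its methods for all pairwise comparisons. At the latter thresholds, an alternative set before the data were examined, the quasi-likelihood test gave 0 and 0. For *T. chinensis* none of the alternatives set before the data were examined came within 1.5 times. For *T. ramosissima* every gene of at least 2 counts did (501), and the others did not, among them the exact test (531) and DESeq2 (805). The paper's numbers of DEG in common are 332, with 126 up-regulated and 206 down-regulated, and the quasi-likelihood test gave 0, 0 and 0. Among the alternatives set before the data were examined, an FDR of 0.05 came within 1.5 times for those down-regulated (295) and for no other of these, and no other alternative did.

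The exact test at an FDR of 0.001 and an absolute log2 fold change of 2, which was chosen after seeing the values, gave 1736 and 337 unique DEG and 332 in common, 126 up-regulated and 206 down-regulated, which equal the paper's numbers. At the thresholds of the Figure 5 legend the exact test gave 3174, 531 and 700, which argues against those thresholds for the paper's counts by this test. At an FDR of 0.001 and an absolute log2 fold change of 2, its totals of 2068 and 669 DEG equal the paper's numbers as well. Equal counts do not show that the same genes were called, since the genes in the paper's lists were not compared here. Other settings at these thresholds, also chosen after seeing the values, came within 1.5 times for the unique and common DEG. These were thinned libraries (1716, 331 and 315), median-ratio size factors (1736, 336 and 332) and library size only (1749, 302 and 329) with the exact test, DESeq2 (1496, 422 and 258), and the quasi-likelihood test with every gene of at least 2 counts (1508, 304 and 312). The exact test without *T. chinensis* control replicate 1 or 2 did not come within 1.5 times for the unique DEG, with 656 and 584 in *T. chinensis* and 550 and 526 in *T. ramosissima*, and neither did it without *T. ramosissima* control replicate 3 for those unique to *T. ramosissima*, with 187.

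The paper's number of genes up-regulated in *T. chinensis* and not consistently in *T. ramosissima* is 2698. Within the DEG of the quasi-likelihood test over all comparisons, 5 genes had every *T. chinensis* water deficit library above every control and no such separation in *T. ramosissima*. No alternative came within 1.5 times, with 719 by the exact test, 661 by DESeq2 and 655 with every gene of at least 2 counts. By the exact test the mean was higher under water deficit in *T. chinensis* for 1625 genes and lower for 2314.

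The paper's number of down-regulated DEG for each up-regulated DEG is about 2 in both species, and the quasi-likelihood test gave 5.12 in *T. chinensis* and no DEG in *T. ramosissima*. Among the alternatives set before the data were examined, the exact test (1.54), every gene of at least 2 counts (1.55), all 4 groups in the fit (2.55) and an FDR of 0.05 (1.55) came within 1.5 times in *T. chinensis*. DESeq2 (1.29), limma-voom, limma-trend, median-ratio size factors, library size only, filterByExpr, a CPM above 5, thinning and the fits with 1 library left out that had any DEG did not, with 0.92 without *T. chinensis* water deficit replicate 2. In *T. ramosissima* the exact test gave 1.42. The exact test at an FDR of 0.001 and an absolute log2 fold change of 2, chosen after seeing the values, gave 1.74 in *T. chinensis* and 1.88 in *T. ramosissima*.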

Other observations

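The tests of 1 unlike water deficit plant, of transcript length in each species, of gene abundance on PC1 and of other splits under the exact test, in this part, were chosen only after the result was seen, as were the counts of the exact test at an FDR of 0.001 and an absolute log2 fold change of 2 that several of them use.

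Fewer DEG were called in *T. ramosissima* than in *T. chinensis*. Sequencing depth is argued against as the cause, since the ratio of *T. chinensis* to *T. ramosissima* DEG by the exact test was 3.14 after all libraries were thinned to the smallest total. The number of control libraries is argued against as well, since *T. ramosissima* had 3 controls and *T. chinensis* 2. With 2 controls in each species, without *T. ramosissima* control replicate 1, 2 or 3, the ratio was 4.50, 3.73 and 4.88. It was 3.09 with all libraries, and leaving out a *T. ramosissima* control lowered the calls in that species. The ratio rests on both *T. chinensis* controls, and without either of them only 1 library was left in that group, which lowers the power. It was 1.16 and 1.09 without *T. chinensis* control replicate 1 or 2, and at an FDR of 0.005 and an absolute log2 fold change of 1 it was 0.939 and 0.949, below 1. By the quasi-likelihood test at an FDR of 0.05, *T. chinensis* had 25 and 0 DEG without *T. chinensis* control replicate 1 or 2, where *T. ramosissima* had 1114. In the other direction, *T. ramosissima* had 108, 250 and 0 without *T. ramosissima* control replicate 1, 2 or 3, 143 without *T. ramosissima* water deficit replicate 3 and 737 without *T. ramosissima* water deficit replicate 2, where *T. chinensis* had 4395, and each of these sets a fit with fewer libraries against a full one. A single *T. ramosissima* water deficit plant as the whole cause is argued against. The exact test called 614, 721 and 521 DEG without *T. ramosissima* water deficit replicate 1, 2 or 3, against 669 with all, and at least 1790 in *T. chinensis* with 1 water deficit plant left out. A part from replicate 2 stays open, since the number rose without it. A larger spread between *T. ramosissima* plants with fold changes of equal size cannot be told apart from a smaller response. The slope of *T. ramosissima* on *T. chinensis* log2 fold changes was 0.458, below those between independent *T. chinensis* libraries, from 0.572 to 0.855, and within those between independent *T. ramosissima* libraries, from 0.308 to 0.614. Of the single *T. ramosissima* plants, replicates 2 and 3 (0.290 and 0.370) lay below the *T. chinensis* range, and replicate 1 (0.653) lay within it. Against the *T. ramosissima* range, replicate 2 lay below, replicate 3 within and replicate 1 above. With 3 plants this spread keeps the question open. The slopes within each species were taken on fewer libraries, so that the ranges are not measured alike. The biological coefficient of variation was 0.402 in *T. ramosissima* and 0.335 in *T. chinensis*. A smaller response of *T. ramosissima* at the wilting point stays open, as does the day of harvest, which differed between the species and was not tested.

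Many DEG were called in *T. chinensis* alone. That all of these genes respond in *T. chinensis* only is argued against. Of those tested in *T. ramosissima*, 90.7% changed in the same direction there, where 72.2% of all genes tested in both species did. Only 51.2% did so by an absolute log2 fold change of at least 1, so a response in *T. chinensis* only stays open for the others. A call in 1 species and not in the other does not test the difference between them. The interaction called 2 genes by the quasi-likelihood test, 350 by DESeq2 and 1110 with every gene of at least 2 counts, and 88 by the quasi-likelihood test without *T. ramosissima* water deficit replicate 1. It was 2 without *T. ramosissima* water deficit replicate 2 and 1 without any other library, so that the number of genes that differ is not settled. A candidate explanation is that many unique DEG share a response that passed the threshold in *T. chinensis* alone.

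The exact test called many more DEG than the quasi-likelihood test. Low power of the quasi-likelihood test is in line with simulated *T. chinensis* libraries, in which the exact test recovered 490 genes, or 26.6% of the changed genes that were tested, at an FDR of 0.001 and an absolute log2 fold change of 2, and the quasi-likelihood test recovered 0 at the same thresholds and at an FDR of 0.005 with an absolute log2 fold change of 1. False calls by the exact test are also seen there. At least 5.04% of its calls were false with 2000 changed genes, where the nominal FDR is 0.001, and 50.8% in the *T. chinensis* libraries with 200 changed genes. Both may add to the difference, and the simulation does not divide it between them. The number of genes changed in the real libraries is not known, so these shares do not carry over to the real calls.

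More DEG were down-regulated than up-regulated. The normalization is argued against as the cause, since the lowest share under median-ratio size factors or library size only was 62.9% by the exact test at an FDR of 0.001 and an absolute log2 fold change of 2, and 58.6% at an FDR of 0.005 and an absolute log2 fold change of 1. A bias by transcript length, as degraded RNA would give, is argued against in *T. chinensis*, where the Spearman correlation of log2 fold change and effective length was −0.0306 over all genes tested, and the median relative length was 1.64 for up-regulated DEG, 1.67 for down-regulated DEG and 1.68 for all genes tested. In *T. ramosissima* it cannot be told apart from a response of the plants. The correlation was −0.0381, but the medians were 1.39, 1.70 and 1.66, so that up-regulated DEG were shorter, which keeps it open. An excess of genes turned down under water deficit stays open as a hypothesis. In *T. chinensis* it rests on water deficit replicate 2 for part of its size. Without that library the share was 47.9% by the quasi-likelihood test and 52.6% by the exact test. In *T. ramosissima* the share by the exact test at an FDR of 0.001 and an absolute log2 fold change of 2 was 65.3%. It was 66.9%, 57.1% and 53.9% without *T. ramosissima* water deficit replicate 1, 2 or 3. Without *T. ramosissima* control replicate 1, 2 or 3 it was 61.1%, 70.8% and 69.8%.

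PC1 held 91.0% of the variance. Gene abundance shared by all libraries is in line with this, since the PC1 score followed the mean log2(TPM + 1) of the gene with a Pearson correlation of 0.999999. Species and treatment could then enter only through the later components, of which PC2 held 2.44%.

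The *T. ramosissima* water deficit plant of replicate 1 lay nearer to *T. chinensis* water deficit than the other two plants of its group did, with a PC2 loading of 0.160 and a slope of 0.653 on the *T. chinensis* response. A swap with a *T. chinensis* library, or a hybrid plant, is argued against. On the 114 genes that separated the controls of the species, with *T. chinensis* controls at 0 and *T. ramosissima* controls at 1, this plant lay at 0.766, and the other *T. ramosissima* water deficit plants lay at 0.824 and 0.703. The *T. chinensis* water deficit plants lay between 0.0958 and 0.174. A plant that had dried further than the others may explain the loading, but no water status per plant was analysed here, and this was not tested.

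Other splits of the same libraries were counted for 3 comparisons of 3 libraries with 3 and for *T. chinensis* water deficit and control. For *T. ramosissima* water deficit and control by the quasi-likelihood test, 10 of 10 splits gave as many DEG, since all gave 0. For *T. chinensis* water deficit and *T. ramosissima* control it was 1 of 10, and for *T. chinensis* and *T. ramosissima* water deficit 10 of 10, again since all gave 0. Genes at an unadjusted p under 0.05 were most numerous in the real split of each, with 6264, 12777 and 7188 against at most 1532, 1594 and 2967 in any other. By the exact test the *T. ramosissima* water deficit and control libraries gave the most DEG in 1 of 10 splits, the real one, with 669 against at most 29 in any other. The exact test likewise gave 3109 against at most 9 for *T. chinensis* water deficit and *T. ramosissima* control, and 957 against at most 124 for *T. chinensis* and *T. ramosissima* water deficit. For *T. chinensis* water deficit and control, with 3 libraries and 2, the exact test gave 2068 against at most 434, the quasi-likelihood test gave 98 against 0, and 10371 genes stood against at most 5104 at an unadjusted p under 0.05 by the latter. With 10 splits chance cannot be excluded at a share of 0.05. For the average water deficit effect over the species, 1 of 40 assignments drawn within species from 200 possible ones, the real one, gave as many as 1307 genes, and the highest other number was 109, so that chance can be excluded there. The fit was itself chosen after the data were seen.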
